A study of Mus musculus with 16 samples. Its data were reported in "Phospho-regulation of ATOH1 Is Required for Plasticity of Secretory Progenitors and Tissue Regeneration" (2018).

How the data were processed

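RNA was measured in 16 libraries from the small intestine of 8 mice, 8 libraries of EpCAM+tdTom+ cells and 8 of EpCAM+tdTom- cells. EpCAM is a surface protein of epithelial cells and was used in the sort to select the epithelium. Per the labels, the mice had received tamoxifen on consecutive days, live cells were sorted straight into lysis buffer, RNA was purified with an RNeasy Micro Plus kit, and libraries were made with the TruSeq Stranded mRNA kit. The methods of the study also give consecutive days for the secretory signature, but under RNA sequencing they describe an injection on the day before collection. Which schedule applied to these libraries was not resolved. The group of each library was taken from its group label. The replicate number was taken from the sample title, and the series design states that both fractions came from each of the 8 mice. The pairing of libraries by mouse therefore rests on a number in the title, and it was checked in the data before the paired results were reported.

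The authors aligned the reads to the mouse genome (GRCm38) with TopHat2, whose version was not stated. The deposited files hold raw counts per Ensembl gene, which the authors obtained with featureCounts 1.5.0-p1 per the file headers. Reads were assigned to exons and summed by gene on the reverse strand, with primary alignments only and without the option that lets a read count for several overlapping genes. A read that maps equally well to several places is counted there once, at its primary alignment. Counts of near-identical genes, such as the defensins, the angiogenins and the nuclear copies of mitochondrial genes, can therefore be divided between copies in an arbitrary way and are uncertain. No normalization had been applied to the counts. Gene symbols came from GENCODE M21, which is on the same genome build and matched 44671 of the 45513 gene identifiers. The other 842 identifiers were kept without a symbol. Chromosome, start and end are those of the deposited files (GRCm38, 1-based), from the lowest to the highest exon bound, and 36699 of the matched genes had the same bounds in GENCODE M21.

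Counts were analysed in R 4.3.3. Genes were kept by the filterByExpr function of edgeR 4.0.16 with the group as design, which left 15323 genes. Libraries were scaled with TMM factors (trimmed mean of M-values), and tdTom+ was compared with tdTom- by the quasi-likelihood F-test of edgeR without a block for the mouse, since the methods of the study name none. P values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.01. The study's own gene lists were made with DESeq2, which was run here as an alternative. In that alternative it was given all genes with any count, without the expression filter. The standard error of a log2 fold change is the change divided by the square root of its F statistic. The same fit with the mouse number as a replicate block was made beside it. Values per gene are given as TMM-normalised CPM, which scales counts to a common library size.

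Marker panels of 8 genes each were written for 10 cell types or states (goblet, Paneth, enteroendocrine, tuft, absorptive, stem, proliferation, immune, stromal and pancreatic). The score of a library is the mean over the panel genes of the TMM-normalised log2 CPM with a prior count of 2, and panel members below the expression filter were kept in the score. Difference in mean score was tested with an exact two-sided permutation test over all 12870 assignments of the 16 libraries, adjusted by the Benjamini-Hochberg method over the 10 panels with a threshold of 0.05. The paired form was an exact two-sided sign-flip test over the 256 sign patterns of the 8 mice. Total assigned counts and the share of counts in the 10 most counted genes of each library were compared with the same exact tests. The genes named were set by rule as *Atoh1*, *Dll1*, *Dll4*, *Gfi1*, *Hes1* and *Epcam*, the panel members, and the 5 genes with the largest and the 5 with the smallest log2 fold change among genes past the threshold that had a mean of at least 10 CPM in the higher group and the same direction in all 8 mice. The grouping, the tests, the panels, this rule and the alternatives were chosen before the data were examined, except where stated.

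The alternatives were size factors from relative log expression or total counts in place of TMM, TMM after removal of the 10 most counted genes, DESeq2 1.42.0 with and without a replicate block, limma-voom (limma 3.58.1), no filter on low counts, at least 10 counts in every sample, removal of the per-library trend with gene length with and without a replicate block, thinning of all libraries to the smallest total, an adjusted p threshold of 0.05, an unadjusted p threshold of 0.01, an absolute log2 fold change of at least 1, and leaving out each mouse in turn. For panel scores they were total counts, a prior count of 0.5, the median over the panel genes, thinning and the replicate block. Removal of the trend with GC content, with and without a replicate block, and a fixed TMM reference library were added after seeing the data.

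Depth ran from 17116405 to 25323567 assigned counts per library. A floor of 3 counts corresponds to 0.119 CPM in the deepest library and 0.175 CPM in the shallowest. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. The tests were tested on simulated data, in which counts were drawn for the same 15323 genes with 200 of them changed by known amounts. The edgeR fit recovered 199 of the 200 changed genes with 1 false call, and the fit with a replicate block recovered 200 with 3 false calls. DESeq2 recovered 200 and limma-voom 199, each with 1 false call. The simulated changes were balanced in direction, placed in well counted genes and much smaller than those of the goblet and Paneth genes. In the data 49.6% of the tested genes differed, far more than the 200 simulated. The simulation therefore does not give the rate of false calls, or test the scaling, under so broad a change. Nuclear genes similar to mitochondrial ones were found with BLAST+ 2.17.0 at an identity of at least 95% over at least 200 bases. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. Colon libraries, libraries of the phosphomutant line and the supplementary tables of the study were not analysed here.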

Results

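To define the transcripts that mark the secretory lineage in the small intestine, the study separated labelled from unlabelled epithelial cells of *Atoh1* (WT)CreERT2 mice and sequenced their mRNA. In these mice the tamoxifen-inducible recombinase CreER T2 is made where *Atoh1*, a transcription factor gene of secretory progenitors, is expressed. The recombinase switches on the red fluorescent reporter tdTomato (tdTom), which then stays on in the cell and its progeny. The data consisted of 16 libraries, 8 of tdTom+ and 8 of tdTom- cells, with 1 library of each kind from each of 8 mice. Gene-level read counts were available for 45513 genes.

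Total assigned counts ranged from 17116405 to 25323567 per library. The mean was 20885300 ± 2784280 in tdTom+ and 20410300 ± 2361240 in tdTom- libraries (SD, n = 8 each), a difference that was smaller than the spread between libraries (exact two-sided permutation p = 0.713). With the mouse as a replicate block the exact sign-flip p was 0.688, and the total was higher in tdTom+ in 4 of 8 mice. Without the 10 most counted genes, the alternative that moved this result most, tdTom+ totals were lower by a difference of -1877860 (exact permutation p = 0.101). In its paired form with the replicate block the exact sign-flip p was 0.0469, and this total was higher in tdTom+ in 2 of 8 mice. At least 1 count was seen for 21386.8 ± 471.215 genes in tdTom+ and 21516.2 ± 321.912 genes in tdTom- libraries (SD, n = 8 each). A larger part of the tdTom+ counts came from few genes. Each library's own 10 most counted genes held 27.6% ± 3.11 of the counts in tdTom+ and 17.3% ± 5.30 in tdTom- libraries (SD, n = 8 each; exact two-sided permutation p = 0.000932). This share was higher in tdTom+ in 8 of 8 mice, and the paired sign-flip test with the replicate block gave an exact p of 0.00781, the smallest it can give. Same-numbered libraries deviated together from their group means with a mean correlation of 0.426, which is the check on this pairing. *Fcgbp* was the most counted gene of tdTom+ cells with 8.19% ± 2.38 of the counts, and *mt-Co1* that of tdTom- cells with 5.36% ± 1.83 (SD, n = 8 each). The labels give no sequencing batch, so no comparison could be repeated within batches.

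**Figure D1:**
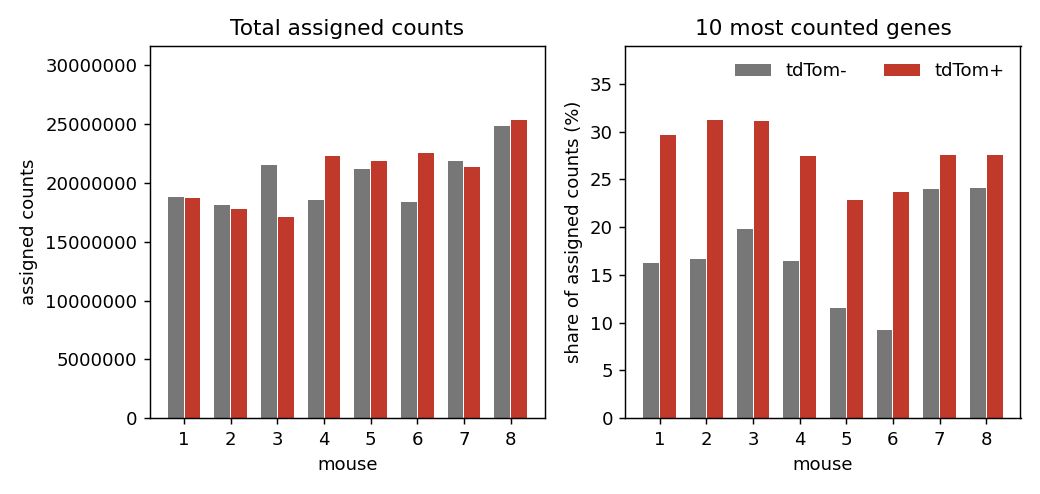
Bars show the total assigned counts (left) and the percentage of counts held by the 10 most counted genes (right) for the tdTom- (grey) and tdTom+ (red) library of each of the 8 mice. Totals lie between 17116405 and 25323567 in both fractions, whereas the share is higher in tdTom+ in all 8 mice.

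The first comparison asked which genes differ between tdTom+ and tdTom- cells. The fractions separated on the first principal component, which held 76.7% of the variance, with the second holding 8.27%. The lowest correlation of log2 CPM across genes was 0.946 between tdTom- libraries and 0.969 between tdTom+ libraries, and the highest between the fractions was 0.906. These correlations are across genes, which are not independent replicates. Of the 15323 genes tested, 7606 (49.6%) differed at an adjusted p under 0.01 in the quasi-likelihood test of edgeR, of which 3473 were higher and 4133 lower in tdTom+ cells. Among these, 3169 of the higher and 3801 of the lower genes changed the same way in all 8 mice. Which direction held more genes depended on the scaling, with 4189 higher and 3349 lower when all libraries were thinned to the smallest total. The biological coefficient of variation was 19.9%. The largest shift came from also requiring an absolute log2 fold change of at least 1, which left 3434 genes, 1703 higher and 1731 lower. With the mouse number as a replicate block, 8556 genes differed, 3956 higher and 4600 lower. The pairing was checked through the deviation of each library from its group mean. Same-numbered libraries had a mean correlation of 0.426 (0.245 to 0.634) and those with different numbers one of -0.0569. These correlations are across all tested genes, and are not those of any single gene or panel score between mice. Each of the 8 tdTom- libraries matched the tdTom+ library of its own number best. The one-sided permutation p of the same-numbered mean was estimated as 2.0e-05 from 100000 random permutations. This estimate lies slightly below the smallest p that the orders of 8 libraries allow, and is to be read as that smallest p.

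**Figure D2:**
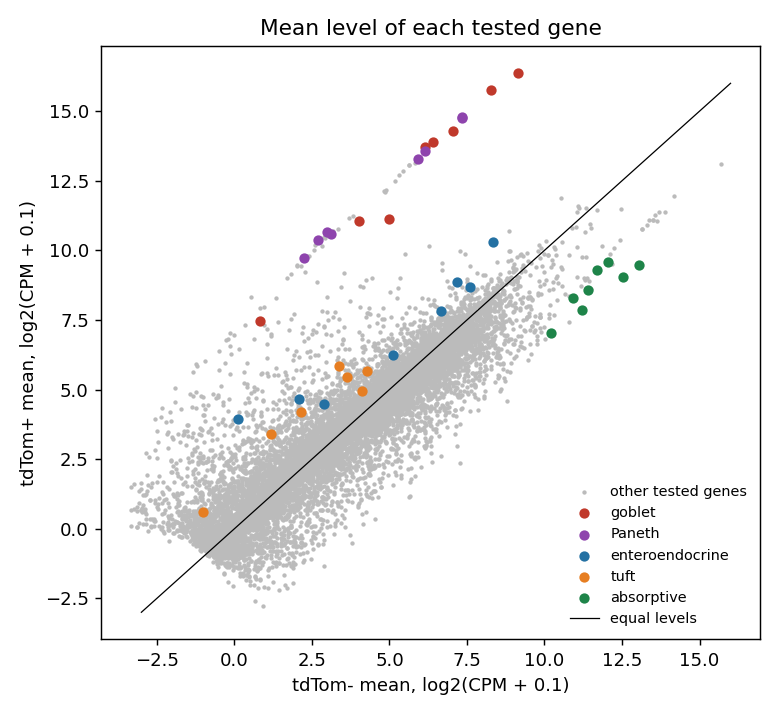
Each point is 1 of the 15323 tested genes, with its mean in tdTom- (x axis) and tdTom+ libraries (y axis) as log2(CPM + 0.1), and coloured points are panel genes. Goblet and Paneth genes lie above the line of equal levels, with log2 fold changes from 6.16 to 7.70, and absorptive genes lie below it, with log2 fold changes from -3.59 to -2.38.

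*Atoh1*, the locus that drives the label, is on chromosome 6 from 64729146 to 64731233 (ENSMUSG00000073043, GRCm38). Its level was 62.5 ± 12.7 CPM in tdTom+ and 0.717 ± 0.247 CPM in tdTom- cells (SD, n = 8 each), a log2 fold change of 6.44 with a standard error of 0.18 (adjusted p = 1.9e-15, edgeR). The fit with the mouse as a replicate block gave 6.43, where the check on the pairing was the mean correlation of 0.426 across genes. *Gfi1* (ENSMUSG00000029275, chromosome 5, 107716657 to 107726036), a transcription factor gene of the secretory lineage, rose from 0.563 ± 0.228 to 25.9 ± 2.47 CPM with a log2 fold change of 5.49 ± 0.16 (SE; adjusted p = 4.2e-15, edgeR). Among the Notch ligand genes, *Dll4* (ENSMUSG00000027314, chromosome 2, 119325784 to 119335962) had a log2 fold change of 2.83 ± 0.12 (SE; adjusted p = 7.2e-13) and *Dll1* (ENSMUSG00000014773, chromosome 17, 15367354 to 15376872) one of 1.23 ± 0.10 (SE; adjusted p = 2.9e-09). All 4 of these genes were higher in tdTom+ in 8 of 8 mice. The Notch target *Hes1* (ENSMUSG00000022528, chromosome 16, 30064384 to 30067796) was at 32.2 ± 7.05 CPM in tdTom+ and 38.3 ± 11.2 CPM in tdTom- cells, a difference within the spread between mice (log2 fold change -0.25, adjusted p = 0.227, edgeR). *Epcam* (ENSMUSG00000045394, chromosome 17, 87635979 to 87651106), whose product was used for the sort, was at 941 ± 56.5 and 1018 ± 53.7 CPM in the tdTom+ and tdTom- fractions. This change of -0.11 on the log2 scale did not pass the threshold (adjusted p = 0.153, edgeR), and its sign reversed under a filter of at least 10 counts in every sample (0.0059).

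**Figure D3:**
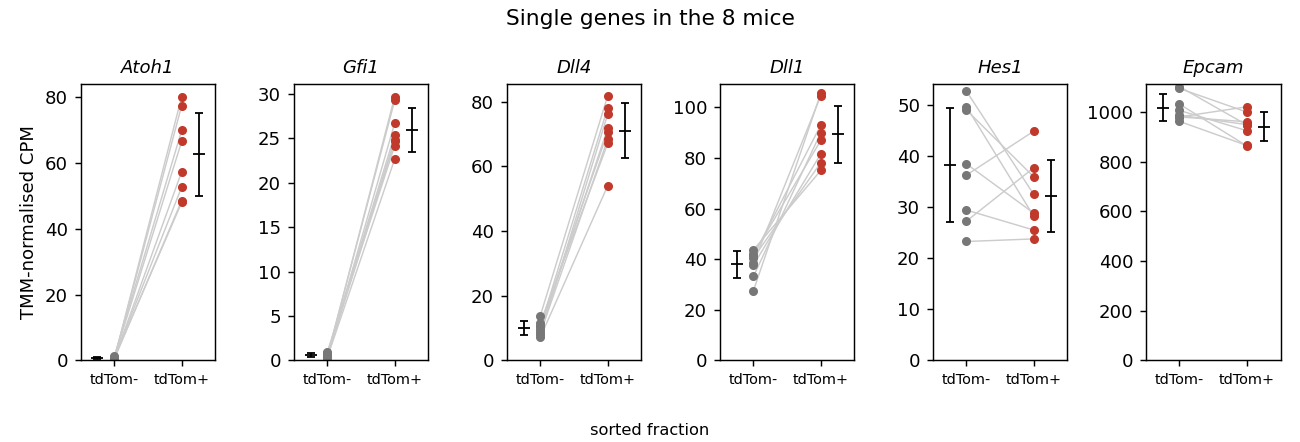
TMM-normalised CPM of *Atoh1*, *Gfi1*, *Dll4*, *Dll1*, *Hes1* and *Epcam* in each library, with grey points for tdTom-, red points for tdTom+, lines joining the libraries of 1 mouse, and black bars for the mean ± SD of the 8 libraries. *Atoh1*, *Gfi1*, *Dll4* and *Dll1* are higher in tdTom+ in all 8 mice, while *Hes1* is higher in 3 and *Epcam* in 1 of them.

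The genes with the largest log2 fold change among those with at least 10 CPM were *Gm15292* (7.90), *Mptx2* (7.70), *Ang4* (7.68), *Ang5* (7.63) and *Defa28* (7.62). *Gm15292* (ENSMUSG00000074441, chromosome 8, 21249754 to 21250556) rose from 1.35 ± 0.201 to 322 ± 90.9 CPM, with an SE of 0.20 on the log2 scale and an adjusted p of 6.6e-16 (edgeR, n = 8 each). *Gm15292* and *Defa28* lie in the defensin cluster of chromosome 8, and *Ang4* and *Ang5* belong to the angiogenin family of chromosome 14. The members of these families share sequence, so the value of any single member is uncertain. In tdTom- cells *Ang5* (0.167 CPM) and *Defa28* (0.0968 CPM) were also near or below the floor of 3 counts (0.119 to 0.175 CPM). The size of their fold changes is uncertain for that reason too. The genes with the smallest log2 fold change were *Nlrp9b* (-4.93), *Stab1* (-4.58), *Sgk2* (-4.53), *Gm14085* (-4.53) and *Tmprss15* (-4.33). *Nlrp9b* (ENSMUSG00000060508, chromosome 7, 20008023 to 20073306), which also belongs to a multigene family and is uncertain for that reason, fell from 155 ± 75.3 to 5.08 ± 2.87 CPM with an SE of 0.42 and an adjusted p of 7.8e-09 (edgeR, n = 8 each). With the replicate block, the log2 fold change was 7.87 for *Gm15292* and -4.92 for *Nlrp9b*. The check on this pairing was the mean correlation of 0.426 across genes. The study used its top 500 upregulated genes as a gene set, and the 500 genes with the largest log2 fold change here reached down to 2.76. Of these genes, 13 had a mean below 1 CPM in tdTom+ cells, and a filter of at least 10 counts in every sample kept 230 of the 500. DESeq2, which was run without the expression filter, kept 366. Without that filter edgeR kept 356, and limma-voom with it kept 490.

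The second comparison asked which cell types and states the fractions differ in, through the marker panels. Of the alternatives, the median over the panel genes moved these results most. It reversed the stromal panel (-0.58) and took the stem panel to 0.039. The goblet score was 12.92 ± 0.29 in tdTom+ and 5.83 ± 0.25 in tdTom- libraries, a difference of 7.09 log2 units. The Paneth score was 12.15 ± 0.40 against 4.71 ± 0.19, a difference of 7.45. The difference was 1.92 for the enteroendocrine score (6.84 ± 0.27 against 4.92 ± 0.30) and 1.68 for the tuft score (3.42 ± 0.64 against 1.74 ± 0.77). The absorptive score went the other way, from 11.57 ± 0.46 in tdTom- to 8.54 ± 0.61 in tdTom+ libraries, a difference of -3.03 (SD, n = 8 throughout). For each of these 5 panels the exact permutation p was 0.000155, the smallest it can give, with an adjusted p of 0.000259. All 8 mice showed the direction of each. In the paired test with the replicate block the exact p of each was 0.00781, again the smallest possible, and 0.0112 after adjustment. The correlation of deviations in same-numbered libraries (0.426) was the check on this pairing.

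**Figure D4:**
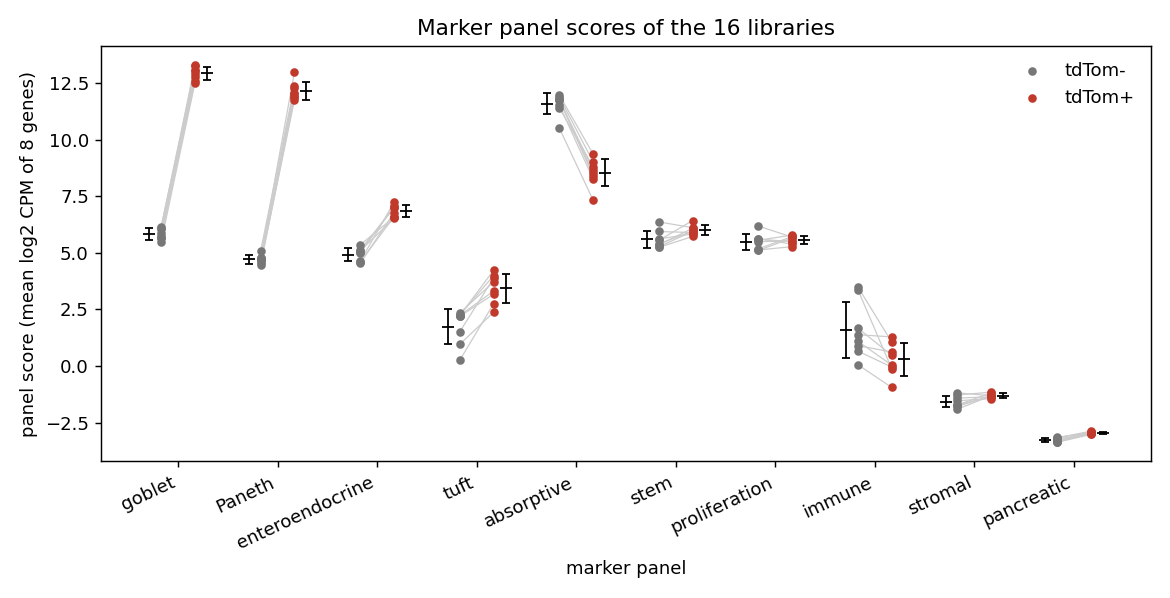
Points give the score (mean log2 CPM of 8 genes) of each tdTom- (grey) and tdTom+ (red) library in the 10 marker panels, with lines joining the libraries of 1 mouse and black bars for the mean ± SD of 8 libraries. Goblet, Paneth, enteroendocrine and tuft scores are higher and absorptive scores lower in tdTom+ in all 8 mice, and proliferation scores overlap.

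All 8 goblet genes passed the threshold of 0.01, from *Agr2* (log2 fold change 6.16) to *Muc2* (7.55), as did all 8 Paneth genes, from *Defa17* (7.36) to *Mptx2* (7.70), of which *Defa17*, *Defa22*, *Defa24* and *Ang4* have close paralogs and are uncertain. *Muc2* (ENSMUSG00000025515, chromosome 7, 141690340 to 141754693), which encodes the main mucin of goblet cells, was at 13366 ± 4785 CPM in tdTom+ and 71.4 ± 14.2 CPM in tdTom- cells (SD, n = 8 each). All 8 enteroendocrine genes were higher in tdTom+, with log2 fold changes from 1.09 for *Gip* to 3.96 for *Neurog3*. *Neurog3* (ENSMUSG00000044312, chromosome 10, 62133090 to 62134763), a transcription factor gene of early enteroendocrine cells, was at 15.3 ± 5.73 against 0.976 ± 0.606 CPM (adjusted p = 1.8e-09, edgeR). Of the 7 tuft genes above the expression filter, 6 were higher, up to *Dclk1* (2.49, adjusted p = 2.4e-05), and *Sh2d6* was not different without the block (0.81, adjusted p = 0.106). With the replicate block, *Sh2d6* passed (0.77, adjusted p = 0.00346, edgeR), where the check on the pairing was the mean correlation of 0.426 across genes. The 8 absorptive genes were all lower in tdTom+, from *Apoa4* (-3.59) to *Fabp2* (-2.38). *Apoa4* (ENSMUSG00000032080, chromosome 9, 46240696 to 46243459) was at 707 ± 320 CPM in tdTom+ and 8508 ± 2851 CPM in tdTom- cells.

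The other panels differed less. The stem score was 5.99 ± 0.21 in tdTom+ and 5.59 ± 0.39 in tdTom- libraries (SD, n = 8 each), a difference of 0.41 with an exact permutation p of 0.0230 (adjusted p = 0.0256) that was positive in 6 of 8 mice. In the paired test with the replicate block, the adjusted exact sign-flip p was 0.0521, which does not pass. The check on this pairing was the mean correlation of 0.426 across genes, which is not that of the stem score. Of the 8 stem genes, *Lgr5* (0.81, adjusted p = 0.00187, edgeR) and *Slc12a2* (0.69, adjusted p = 9.4e-05, edgeR) were higher, and the other 6 did not pass. *Smoc2* (0.49, adjusted p = 0.0158) passed under the replicate block (0.54, adjusted p = 0.00116, edgeR), but not with total counts only in place of TMM. The proliferation score was 5.56 ± 0.18 against 5.48 ± 0.36, a difference of 0.09 that was smaller than the spread between libraries (exact permutation p = 0.565, n = 8 each; exact p with the replicate block 0.531; higher in 5 of 8 mice), and none of its 8 genes passed. The immune score was lower in tdTom+ in 8 of 8 mice, at 0.29 ± 0.72 against 1.57 ± 1.24, a difference of -1.28 (adjusted exact permutation p = 0.0235; 0.0112 with the replicate block). Of its 7 genes above the filter, *Cd3e*, *Cd8a* and *Gzmb* passed the threshold of 0.01 and the other 4 did not. These calls depended on the test, since *Cd7* and *Gzma* also passed with the replicate block (adjusted p = 0.00538 and 0.00333, edgeR), and *Cd3e*, *Cd8a* and *Gzmb* did not pass with limma-voom.

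The stromal and pancreatic panels were close to the detection limit. The stromal score was -1.31 ± 0.09 in tdTom+ and -1.57 ± 0.26 in tdTom- libraries (SD, n = 8 each). The difference of 0.26 was positive in 7 of 8 mice (adjusted exact permutation p = 0.0235, and adjusted exact sign-flip p = 0.0488 with the replicate block). It was reversed to -0.58 when the median over the genes was used. The check on the pairing was the mean correlation of 0.426 across genes, which is not that of the stromal score. Only *Vim*, *Pecam1* and *Acta2* were above the filter, and of these *Vim* alone was different, with a log2 fold change of 3.34 (adjusted p = 6.7e-09, edgeR). The pancreatic score was -2.96 ± 0.05 against -3.27 ± 0.10, a difference of 0.31 in 8 of 8 mice (adjusted exact permutation p = 0.000259; 0.0112 with the replicate block). It rested on *Ctrb1*, which had 9 to 32 counts in tdTom+ and 0 to 3 counts in tdTom- libraries. None of the other 7 members exceeded 2 counts in any library, which is below the floor of 3 counts.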

Values the study reported

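The study set a threshold of p < 0.01 for the difference between tdTom+ and tdTom- transcripts, and it took forward a set of 500 genes that were upregulated in tdTom+ cells. Its libraries were read as single ends of 50 bp.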

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

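The 4 tests in this part were chosen after the outlying library had been seen, and before their own values were computed. In each fraction, the highest or lowest of the 8 libraries was picked out when its gap to the nearest other library exceeded 0.526 of the whole range, which is Dixon's 95% limit for 8 values. This was examined for 182 sets of 8 values (panel scores, library measures and named genes in each fraction). It picked out 13, where 9.1 would be met by chance, and the values are not independent because panel genes move together. Of the 13, 11 concerned the libraries of mouse 7, 8 of them in tdTom- and 3 in tdTom+.

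The tdTom- library of mouse 7 had the lowest absorptive score, 10.51 against 11.40 to 11.97 in the other mice, with a gap of 0.609 of the range. It was also lowest in *Alpi* (gap 0.632), *Fabp1* (0.638), *Fabp2* (0.704), *Lct* (0.588) and *Slc5a1* (0.609), and highest in *Olfm4* (11.01 against 9.49 to 10.21 log2 CPM, gap 0.527) and *Birc5* (5.45 against 3.89 to 4.62 log2 CPM, gap 0.533). In the tdTom+ fraction, mouse 7 was lowest in *Lct* (gap 0.606) and highest in *Spink4* (0.613) and *Mmp7* (0.526). Depth is not a sufficient explanation, since the gap of the absorptive score was 0.624 after all libraries were thinned to the smallest total. With the 10 most counted genes removed before normalization it was 0.598. TMM already trims such genes, so this removal hardly changed the scale and does not test an effect of dominant genes. Such an effect would shift all other genes alike. In the tdTom- library of mouse 7 the stem score was instead the highest (6.36 against 5.24 to 5.94). So was the proliferation score (6.18 against 5.10 to 5.62). The tdTom- library of mouse 8 had a similar share in its 10 most counted genes (24.06% against 23.95%). Its absorptive score was higher (11.40, the next lowest). The stem and proliferation scores argue against dominant genes for the absorptive shift. The comparison with mouse 8 is mixed, since share and absorptive score went together among tdTom- libraries. The libraries with the lowest shares, of mice 5 and 6 (11.58% and 9.23%), had the highest absorptive scores (11.97 and 11.88). A candidate explanation is a cell mix with fewer enterocytes and more dividing cells in this sort. A further list of 8 absorptive genes was lowest in the same library (9.37 against 10.10 to 10.72), and a further list of 10 proliferation genes was highest in it (5.60 against 4.37 to 5.05). The absorptive and proliferation panels had already shown both shifts in this library. The further lists show that the shifts hold beyond the panel genes, and they do not test the cause. A difference in library preparation or sequencing batch was not tested, because the labels give no batch, and neither was GC content or gene length. The tdTom+ library of mouse 7 was also lowest in the absorptive panel (7.32 against 8.25 to 9.36) and in the further absorptive list (6.47 against 7.17 to 8.06). Its further proliferation score (5.05) was not the highest of that fraction (5.13, mouse 6). The absorptive shift was thus shared by both fractions of this mouse. A cell mix set by the sort still cannot be told apart here from a difference in the tissue of this mouse. The labels put the mice in no other group, so no biological explanation was tested. This includes sex, although *Xist* exceeded the Y-linked transcripts in mouse 7 as in mice 5 and 8.

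The other 2 items were *Ang4* in the tdTom- library of mouse 4, which was highest at 3.51 against 2.76 to 3.07 log2 CPM (gap 0.586), and *Sgk2* in the tdTom+ library of mouse 2, which was highest at 0.10 against -0.87 to -0.45 log2 CPM (gap 0.570). *Ang4* has close paralogs and *Sgk2* is near 1 CPM in that fraction. No explanation was tested for either, and the number picked out by chance covers both.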

How the results depend on the processing

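The GC settings and the fixed TMM reference library were chosen after seeing the data, as was the test of the scale described last. Over the comparisons (numbers of genes, the top 500, panel differences, totals and shares), 241 of 265 values under an alternative kept their direction and their side of the threshold or stayed within 1.5 times, 17 were weaker, 4 moved and 3 reversed. For the 79 named genes above the filter, 1737 of 1806 values were the same, 25 were weaker, 32 stronger and 12 reversed, and 66 genes were unchanged under every alternative run.

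The number of differing genes ran from 3434 (absolute log2 fold change of at least 1, with 1703 higher and 1731 lower) to 9242 (DESeq2 with a replicate block). DESeq2 was run without the expression filter, so the 9242 are of 21372 genes tested in place of 15323. The replicate block alone gave 8556. Across the 8 fits that each left out 1 mouse it ran from 7005 to 8023. Lower genes outnumbered higher ones in the fit reported, whereas higher genes outnumbered lower ones with the thinned libraries (4189 and 3349), with at least 10 counts in every sample (3724 and 3042) and without mouse 3 (3960 and 3224), the settings whose scale shifted as described last. Of the top 500 genes, 230 were kept with at least 10 counts in every sample, 356 without a filter on low counts, 366 with DESeq2 and 374 with DESeq2 and a replicate block. The filter of at least 10 counts removes genes that are low in tdTom- cells, and other effects of it were not tested. DESeq2 was also run without the expression filter, while limma-voom with that filter kept 490. The lower numbers kept with DESeq2 therefore cannot be put down to its test.

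The goblet, Paneth, enteroendocrine, tuft and absorptive differences kept their direction and passed under every alternative run. The enteroendocrine one ranged most, from 1.21 with the median over the panel genes to 2.02 in the thinned libraries and without mouse 2. The stem difference did not pass with total counts only (0.34, adjusted exact permutation p = 0.0663), with the median (0.039, p = 0.743) or with the replicate block (0.41, p = 0.0521), and it ran from 0.34 to 0.50 across the 8 sets that each left out 1 mouse, of which 4 did not pass (without mouse 1, 2, 5 or 6). With the median, the immune difference was -1.28 (adjusted exact permutation p = 0.0528), the stromal one reversed to -0.58 (p = 0.0199), and the pancreatic one was 0 (p = 1). With a prior count of 0.5 the stromal difference was 0.054 (adjusted exact permutation p = 0.734). With 1 mouse left out, the immune difference ran from -1.43 to -0.97 and the stromal one from 0.22 to 0.34, and 3 and 4 of the 8 sets did not pass. For these panels the cause was not tested, except that the pancreatic median is set by members with at most 2 counts.

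The difference in total assigned counts reversed to -1877860 without the 10 most counted genes (exact permutation p = 0.101), and the paired form of that alternative passed 0.05 (exact sign-flip p = 0.0469 with the replicate block). The difference in totals ran from -48411.1 to 1171030 with 1 mouse left out, and reversed without mouse 6. None of these other values passed, and the cause was not tested.

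The single genes that reversed were not different under any of the settings named here. *Mki67* (0.04) reversed with total counts only (-0.018) and without the length trend (-0.0098), and ran from -0.017 to 0.15 with 1 mouse left out, below 0 without mouse 5 or mouse 6. *Ccnb1* (-0.11) reversed to 0.0086 with at least 10 counts in every sample and ran from -0.19 to 0.0012 with 1 mouse left out, above 0 without mouse 7. *Birc5* (-0.08) reversed to 0.043 with at least 10 counts in every sample, to 0.040 in the thinned libraries and to 0.028 with the TMM reference fixed, and ran from -0.17 to 0.11 with 1 mouse left out, above 0 without mouse 3 or mouse 7. *Epcam* (-0.11) reversed to 0.0059 with at least 10 counts in every sample. Apart from the shift of scale described next, the cause was not tested.

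The median log2 fold change of all tested genes was 0.01. It was 0.12 with at least 10 counts in every sample, 0.12 in the thinned libraries and 0.11 without mouse 3. In these 3 settings TMM took the tdTom- library of mouse 7 as its reference in place of that of mouse 3. With that reference forced on the full data the median was 0.11, and 7774 genes differed, 4287 higher and 3487 lower. Log2 fold changes of this size or smaller therefore depend on the choice of reference library, and larger ones are to be read against it. The pancreatic panel genes, 5 of the 8 stromal genes, *Il25* and *Cd52* lie below the expression filter and were not tested singly. *Ctrb1* had 9 to 32 counts in the tdTom+ libraries and *Cd52* had 5 to 53 counts in the tdTom- libraries. Absent expression therefore does not account for these genes. For the others, whether low depth or absent expression accounts for this was not tested.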

Other observations

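In this part, the splits counted by direction, the tests of the mitochondrial share on totals and on nuclear copies, the tests of goblet and Paneth genes in tdTom- cells and the test of batches were chosen only after the result was seen. The tests on further gene lists were chosen before their own values were computed, although the patterns behind them came from the same data. The other tests were chosen before the data were examined.

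The number of differing genes was compared with that of other splits of the 16 libraries. Of the 128 splits that part the libraries of every mouse, 100 were drawn, and they differ from the real split in which mice had their libraries exchanged. Only the real split, 1 of 100, gave as many differing genes, and the same held for genes higher (1 of 100) and lower (1 of 100). The largest other number was 3854, in a split with 1 mouse exchanged. In 95 of the other splits no gene passed the adjusted threshold. For the real split 9502 genes had an unadjusted p under 0.05. Thinning all libraries left 7538 differing genes against 7606, so a difference in depth does not account for the total, although the balance moved to 4189 higher and 3349 lower. Removing the 10 most counted genes before normalization left 4111 genes lower in tdTom+ against 4133. TMM already trims such genes, so this removal does not test an effect of dominant genes on the number of lower genes. With total counts only, which does not correct for such genes, the median log2 fold change was -0.051 and 4284 genes were lower. Dominant genes would shift all other genes alike, while 1731 genes were lower by at least 1 log2 unit. These values argue against dominant genes for those 1731 genes, and the smaller decreases stay open. Libraries were also compared by *Xist* and 4 Y-linked transcripts (*Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*). *Xist* exceeded the Y-linked sum in both libraries of 3 mice, and the Y-linked sum exceeded *Xist* in both libraries of 5 mice. The number of mice whose libraries disagreed was 0, so no sign of a mislabelled sample was met in the pairing. An exchange between mice with the same sex-linked pattern would not be seen this way.

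The goblet and Paneth genes were present at a similar low level in tdTom- cells. Over the 16 genes the tdTom- mean was 0.605% of the tdTom+ mean (median; 0.506 to 1.46), and the median per mouse lay between 0.571 and 0.707%. Of the 454 genes that were higher with at least 100 CPM in tdTom+ cells, 49 had a log2 fold change from 7 to 8 and 0 had one of 8 or more. The highest was 7.90, although the depth would show 9.16. Some tdTom+ cells, or their RNA, in the tdTom- fraction may set this common level. Secretory cells that had not recombined would give the same, and the value of 7.90 cannot separate the pair. Reads given to the wrong library of a sequencing run were weighed through sex-linked transcripts. The lowest Y-linked level was 1.66% of the mean level, which would allow for 138% of the tdTom- level. A bound from *Xist*, computed after that value was seen, used the lowest count (5, tdTom+ library of mouse 1). It allowed for 65.7% at the 95% upper limit (11.7) of that count and 28.1% at the count itself. From the tdTom- library with the lowest *Xist* share of its total counts, without TMM scaling (12 counts, mouse 4), computed last, the bound was 119% at the 95% upper limit and 68.1% at the count itself. The bounds assume that all libraries shared a run evenly, which the labels do not state, and they fall on both sides of the whole level. How much of it came from wrongly assigned reads therefore stays open, and the level cannot be told apart from them.

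Mitochondrial genes took 14.3% ± 4.73 of the counts in tdTom- and 2.62% ± 0.666 in tdTom+ libraries (SD, n = 8 each; exact two-sided permutation p = 0.000155, the smallest it can give; lower in tdTom+ in 8 of 8 mice). The ratio of the shares, 0.183, was 0.233 with the 10 most counted other genes left out of the totals, so dominant secretory transcripts account for little of it. It was 0.182 with 11 nuclear genes that match mitochondrial transcripts added, so division of reads between copies does not account for it. A candidate explanation is higher respiratory chain expression in tdTom- cells. The 32 nuclear respiratory chain genes had a mean difference of -0.94 on the log2 scale (exact permutation p = 0.000155, the smallest possible), and 32 of 32 genes and 8 of 8 mice were lower in tdTom+. This is less than the change of *mt-Co1* (-2.58), so it could account for part of the difference only. Cell damage during the sort also changes mitochondrial shares and was not tested, so the pattern is not called biological.

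The immune panel was lower in tdTom+ libraries, and a candidate explanation is RNA from lymphocytes in the tdTom- fraction. A further list of 12 lymphocyte genes had a difference of -0.997 (exact permutation p = 0.0188, lower in 8 of 8 mice; adjusted p = 0.0219 over 7 lists). With the 6 members above the filter alone, which was the score computed first, the difference was -1.03 (exact permutation p = 0.0406, lower in 7 of 8 mice). The immune score of the tdTom- library was 3.36 in mouse 7 and 3.49 in mouse 8, and 0.052 to 1.67 in the others. Contact of lymphocytes with sorted cells was not measured, so this stays a hypothesis.

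The tuft panel was higher in tdTom+ libraries. To ask whether this holds for tuft genes as a class, a further list of 10 genes was scored, and its difference was 1.27 (exact permutation p = 0.000466, higher in 8 of 8 mice; adjusted p = 0.000653 over 7 lists). Of its 9 genes above the filter 7 were higher. Some tuft cells may therefore have carried the label at the time of the sort. Tuft cells sorted together with labelled cells would give the same, and that was not tested. By staining on the day after a tamoxifen pulse, the paper found no tdTom in tuft cells marked by Dclk1. Which tamoxifen schedule applied to these libraries was not resolved, so the label of tuft cells stays open here.

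Within the enteroendocrine panel, *Neurog3* (3.96) and *Insm1* (2.60) were further apart between the fractions than *Cck* (1.17) and *Gip* (1.09). The pattern did not hold throughout the panel, since the transcription factor gene *Neurod1* (1.61) was below *Chgb* (1.97) and *Chga* (1.69). In genes outside the panel, 6 transcription factors of the lineage exceeded 8 hormone genes in the tdTom+ to tdTom- difference by 0.89 ± 0.22 log2 units (mean and SD of 8 mice; exact sign-flip p = 0.00781, the smallest possible; 8 of 8 mice). With members above the filter alone, the score computed first, it was 0.76 ± 0.22. A candidate explanation is that early enteroendocrine cells carried the label more often than mature ones. The paper had examined this by staining for ChgA, the product of *Chga*. It found these cells without tdTom on the day after tamoxifen and with it some days later. From the first result it concluded that mature enteroendocrine cells do not keep *Atoh1* expression. Which tamoxifen schedule applied to these libraries was not resolved. Hormone genes were not uniform, with log2 fold changes from -0.14 to 3.78, and carry-over of RNA between the fractions was not tested for these lists, so this is a hypothesis.

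On the second principal component, the libraries of mouse 7 (70.2 in tdTom- and 29.4 in tdTom+) and mouse 8 (31.2 and 11.1) lay above those of the other mice (-27.1 to 1.82). In both of these mice *Xist* exceeded the Y-linked sum, as it did in mouse 5, whose libraries lay at -13.5 and -2.94 among the others. This component held 8.27% of the variance. A sequencing or preparation batch could produce it, and with no batch in the labels the pattern cannot be told apart from one. In tdTom- libraries, mice 7 and 8 also had the lowest absorptive (10.51 and 11.40) and tuft scores (0.25 and 0.95). Their stem (6.36 and 5.94) and immune scores (3.36 and 3.49) were the highest. In tdTom+ libraries this held for the tuft score only (2.74 and 2.37). A cell mix, the candidate given above for mouse 7, could therefore also produce the component and was not tested. The labels used here do not give the sex of the mice, and an effect of sex on this component or on the immune score was not tested. *Cd74*, a gene outside the naming rule that was noticed after the data were examined, was at 984 and 1106 CPM in the tdTom- libraries of mice 5 and 7 and at 37.6 to 156 CPM in the others. In tdTom+ libraries it was at 291 and 361 CPM in the same mice and at 10.02 to 31.8 CPM in the others. No test was made of this difference.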
